A study of Homo sapiens with 4 samples. Its data were reported in "G-quadruplex DNA contributes to RNA polymerase II-mediated 3D chromatin architecture" (2023).

How the data were processed

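Poly(A)-enriched RNA of HepG2 cells, an established human hepatocellular carcinoma line, was sequenced after mock treatment or after exposure to 20 µM pyridostatin (PDS) for 24 h, with 2 libraries in each group. PDS is a small molecule that binds guanine quadruplexes (G4), the four-stranded folds of guanine-rich DNA or RNA. The labels number the libraries of each group 1 and 2 and do not say whether they came from separate cultures, so the p-values measure the spread between these libraries, which may be technical.

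The deposited table holds TPM, a length-corrected expression signal that sums to a fixed total in every library. According to the study's methods, the authors aligned the reads to GRCh38 with STAR (2.7.0) and assigned them to genes with featureCounts (2.0.3), and used DESeq2 (1.36.0) for their own tests. The annotation release, the strand setting and the TPM formula were not given in the sources used here. The table listed 61908 gene rows, of which 2 repeated an identifier and held no expression, and 2 further rows without an identifier held column totals and were left out. The authors' group averages in the same table were not tested.

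Gene symbols, types and positions came from GENCODE release 44 on GRCh38. Of 61906 gene identifiers, 59984 (96.9%) matched in identifier and version. For these, TPM multiplied by the summed exon length fell on whole multiples of 1 step per library, and at least 99.89% of values up to 1000 reads lay within 0.05 of a whole number. This recovered the read number behind each gene. The libraries held 39217611 (mock 1), 30408378 (mock 2), 15573168 (PDS 1) and 19647886 (PDS 2) such reads, so genes were measured with fewer reads after PDS.

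Because TPM is a share, a rise of a few abundant RNAs lowers all other values. Each library was therefore divided by a median-of-ratios factor (1.23 and 1.27 for the mock libraries, 0.806 and 0.792 for the PDS libraries), and fold changes are relative to the median gene. Genes with a mean of at least 1 TPM over the 4 libraries were tested with limma (3.58.1, R 4.3.3) on log2(scaled TPM + 1), with moderated variances that follow the mean and Benjamini-Hochberg adjustment, two-sided, at an adjusted p of 0.05. The pseudocount of 1 understates the change of low genes. All adjusted p-values for genes are from this limma fit unless another is named. The replicate number was not used as a block, as nothing says that it marks a shared day. An exact permutation test of 2 against 2 libraries cannot go below a two-sided p of 0.333, so single genes rest on the variance shared across genes in limma. Since the files held TPM, no count model was used for the main tests.

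Gene lists fixed in advance were tested with camera at a preset correlation of 0.01 between genes, again with an estimated correlation, and with fry, which tests direction alone, each adjusted over the 30 lists with at least 3 tested members. A further list of erythroid markers had 1 tested member and a list of fibroblast markers had 0. Promoters were searched on either strand, from 1000 bases upstream to 100 bases downstream of the annotated 5′ end of protein-coding genes, for 4 runs of 3 or more guanines with loops of 1 to 7 bases. This sequence motif stands in for the antibody-based G4 maps of the study, which were not used here.

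The genes named in the text were chosen by a rule: the 12 largest changes in each direction among genes past the threshold whose PDS libraries lay on one side of both mock libraries, with a mean of at least 5 TPM and a symbol that is not a clone name, then the genes and reference genes the study followed, up to 4 members of each list (2 where none passed), and the 10 genes with the highest mean TPM. Genes named outside this rule are marked as chosen after their values were seen.

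The steps were tested on simulated data for these genes and depths, in 8 draws each. All simulated genes had the same small spread between libraries beyond counting error, and no trend on exon length was added. Some real genes spread far more, such as DUSP1 in the mock libraries (62.4 ± 22.5 TPM, SD, n = 2). The rates below may therefore be too favourable for these data. With 200 changed genes among about 14136 tested, 76.2% of genes raised by 1 on the log2 scale and 4.25% of those raised by 0.5 were called, as were 59.3% of genes lowered by 1 and 3.75% of those lowered by 0.5, and 14.5% of calls were false. With 4000 changed genes among about 14086 tested, 95.1% of genes raised by 1, 64.9% raised by 0.5, 87.4% lowered by 1 and 58.7% lowered by 0.5 were called, and 4.31% of calls were false. The false calls lay mostly in genes with few reads: with 4000 changed genes, 77.1% of the calls under 10 reads per library and 18.1% of those from 10 to 30 reads were false, against 0.571% in the highest class of reads. Short RNAs reach 1 TPM with a handful of reads, and a trend on TPM does not see their larger error. Calls on genes under 30 reads per library are therefore given as uncertain, and a fit restricted to genes with a mean of at least 30 reads was added. A list of 60 genes raised by 0.3 had a raw camera p below 0.05 in 8 of 8 draws with 200 changed genes at the preset correlation, and 6 of 160 lists of 24 unchanged genes did too. With an estimated correlation the raised list did so in 8 of 8 draws, and in 7 of 8 with 4000 changed genes, and 0 of 160 unchanged lists did. The simulated genes varied independently of each other, so this does not show how the estimated correlation performs for genes that vary together. These were raw p-values, so the draws do not show how often a raised list passes after adjustment over 30 lists. The motif search gave 0 wrong answers on 1200 made sequences.

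Alternatives fixed before the data were examined were TPM without rescaling, quantile normalization, other pseudocounts and filters, other variance priors, the replicate number as a block, leaving out each library, protein-coding genes alone, removal of each library's trend on exon length and transcript GC content, and other motif windows, loops and GC strata. Added after the data were seen were limma voom on the recovered reads, a fit without mitochondrial genes and pseudogenes, libraries thinned to the same depth, and the minimum of 30 reads. Steps ran in R with the data.table package (1.17.8) and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.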

Results

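The transcriptome of HepG2 cells was compared between mock treatment and 20 µM PDS for 24 h, with 2 libraries in each group, to ask how a G4-binding ligand alters gene expression. The mock libraries held 39217611 and 30408378 recovered reads and the PDS libraries 15573168 and 19647886, with 35220 to 41442 genes detected per library. After scaling to the median gene, 4283 of 14686 tested genes changed (limma, adjusted p below the threshold of 0.05), with 2377 higher and 1906 lower after PDS. This number was not stable: it was 0 without either mock library and 1098 or 2321 without a PDS library, 2817 with the replicate number as a block, and 0 with no filter on low values, where 7601 genes had an unadjusted limma p below 0.05 (6372 in the fit used here, and 4635 and 4117 without mock library 1 or 2). Without rescaling, the TPM values gave 379 higher and 10538 lower genes, because the median gene lay 0.55 lower on the log2 scale after PDS (log2 fold change -0.55). Under quantile normalization 1856 genes were higher and 2343 lower, so the balance of directions depends on the scaling. Higher and lower below are relative to the median gene, and TPM values are as deposited, with n = 2 per group throughout. Nothing says that the libraries of a group came from separate cultures, so the p-values measure only the spread between these samples. Of the 14686 tested genes, 10397 had both PDS libraries on one side of both mock libraries. For a single gene the probability of this by chance is 33.3%. Genes share the same 4 libraries, so any difference between the groups of libraries raises the count, whether or not PDS caused it. The median SE of a log2 fold change was 0.0912.

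Of 30 gene lists, 18 stood apart from the other genes by camera with the preset correlation and 0 with the estimated one. The estimated version lost calls for reasons other than correlation too. With 2 libraries in each group it has few residual degrees of freedom. Its smallest raw camera p over the 30 lists was 0.0387, for plasma proteins. Even the mitochondrial genome list, 1.99 above the other genes, had a raw camera p of 0.0518. Its adjusted p-values below therefore say little for or against a list. For p53 targets the estimated correlation, -0.000185, lay below the preset 0.01, yet the raw camera p went from 0.000133 to 0.0514. A call lost there therefore does not show that the members vary together. Of the 18 lists, those of p53, ATF4, the unfolded protein response and NF-kB had an estimated correlation below 0.01, and the others lay above it. The estimate was 0.784 for hypoxia, 0.758 for ribosomal proteins and 0.539 for S phase. At the preset correlation the p-values of such lists may be too small. Neither count of lists, 18 or 0, settles which lists changed. The list results below are descriptions of these libraries and not firm findings. Fry, which tests the direction of a list and not its difference from other genes, passed for 14 of these 18 lists (adjusted p = 0.0118 for the mitochondrial genome and 0.0128 for cholesterol synthesis) but not for ribosomal proteins (0.0564), hypoxia (0.197), histones (0.0917) or zinc fingers (0.0645). Among the lists that camera did not pass, fry passed as lower for the NRF2 pathway (fry adjusted p = 0.0118) and drug-metabolising genes (fry adjusted p = 0.0242).

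The clearest change was in RNA of the mitochondrial genome. Its genes held 14.9% ± 0.551 (SD, n = 2) of all TPM in the mock libraries and 36.4% ± 0.0707 (SD, n = 2) after PDS. TPM is length-corrected and gives short genes more weight. Of the recovered reads, these genes held 4.48% ± 0.212 in the mock libraries and 14.2% ± 0.120 after PDS (SD, n = 2). All 13 protein genes rose, by 2.80- to 4.64-fold relative to the median gene. By TPM as deposited 13 were higher, and under quantile normalization 12 were, but the increase was much smaller there: the list lay 0.70 above other genes on the log2 scale against 1.99, MT-CO1 had a log2 fold change of 0.17 and MT-RNR2 of 0.30. The size of the rise therefore depends on the scaling. Quantile normalization gives every library the same set of values, so genes already at the top in mock libraries could not show their full rise. The smaller values there follow at least partly from the method. MT-CYB, a subunit of respiratory complex III, went from 3896 ± 93.6 to 10896 ± 227 TPM (log2 fold change 2.13, SE 0.0665, limma adjusted p = 0.00186). MT-CO2, of complex IV, went from 15128 ± 207 to 38973 ± 632 TPM (log2 fold change 2.01, SE 0.0842, limma adjusted p = 0.00287). The ribosomal RNA MT-RNR1 rose most among the named mitochondrial genes, from 5282 ± 345 to 23540 ± 657 TPM (log2 fold change 2.80), and MT-RNR2 rose by 1.92. Of 22 mitochondrial tRNA genes tested, 19 rose and 0 fell. MT-CO1, MT-CO3, MT-ND4 and MT-ATP6 were also among the 10 most abundant genes and rose by 1.68, 2.09, 1.88 and 2.01 on the log2 scale. As a list, the 13 protein genes had a camera adjusted p of 2.76e-12, and an adjusted p of 0.304 with an estimated correlation.

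**Figure D1:**
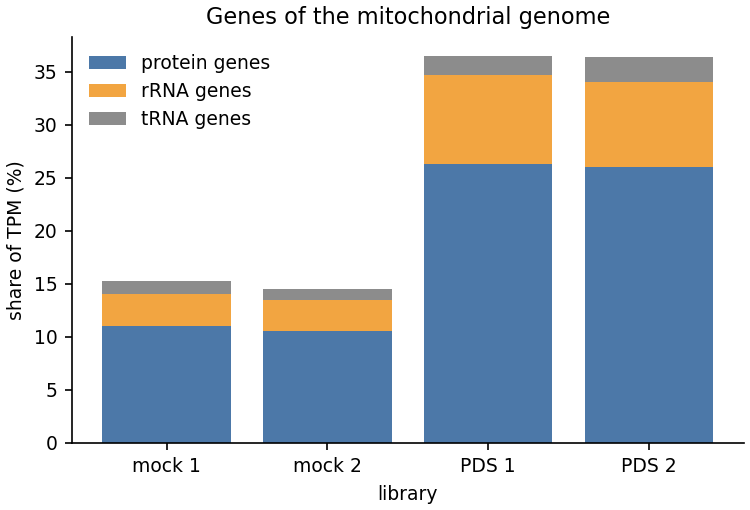
Share of TPM (%) held by protein, rRNA and tRNA genes of the mitochondrial genome, stacked, in each of the 4 libraries. The mock libraries reach 15.29% and 14.51%, and the PDS libraries reach 36.48% and 36.38%.

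The nuclear-encoded abundant genes behaved differently. ALB (albumin) and AFP (alpha-fetoprotein) were higher relative to the median gene, with log2 fold changes of 0.41 (SE 0.0884) and 0.31 (SE 0.0787), but lower by TPM as deposited and under quantile normalization. FTL (ferritin light chain) had a log2 fold change of 0.14 and did not pass (limma adjusted p = 0.247), and its sign also turned under those scalings. Under quantile normalization, abundant genes that mitochondrial genes overtake in rank must come out lower, so those signs say little.

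Cholesterol synthesis genes rose together. Of 23 tested members, 22 were higher and 0 lower, with a median log2 fold change of 1.03. Adjusted over the list alone, 22 were higher and 1 lower, and by TPM as deposited 17 were higher and 3 lower. HMGCS1, which makes HMG-CoA, went from 49.2 ± 3.11 to 106 ± 9.73 TPM (log2 fold change 1.73, SE 0.0863, limma adjusted p = 0.00289). IDI1 and MVD, further enzymes of the mevalonate pathway, rose by 1.69 and 1.61, and the sterol demethylation enzyme MSMO1 by 1.42. The list stood apart from other genes with camera (adjusted p = 1.16e-13), while the adjusted p was 0.304 with an estimated correlation.

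Immediate early genes, which respond within minutes to stimuli, were higher in 12 of 17 tested members and lower in 0 (median 0.83). Adjusted over the list alone, 14 were higher and 1 lower, and by TPM as deposited 5 were higher and 3 lower. JUNB went from 30.6 ± 6.34 to 69.9 ± 2.58 TPM (log2 fold change 1.81, SE 0.155, limma adjusted p = 0.00593). EGR1, FOS and DUSP1 rose by 1.36, 1.26 and 1.23, although the mock libraries differed widely for FOS (5.28 ± 2.81 TPM) and DUSP1 (62.4 ± 22.5 TPM). The camera adjusted p was 8.63e-06, and 0.375 with an estimated correlation. Among inflammatory NF-kB genes, 5 of 10 were higher and 0 lower, against 2 higher and 4 lower by TPM as deposited, including CXCL8 (1.20), RELB (0.96) and CCL20 (0.81), with a camera adjusted p of 0.00572 (adjusted p = 0.304 with an estimated correlation). NFKBIA was higher by 0.50, and its sign turned by TPM as deposited without passing.

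Targets of p53 were higher in 12 of 24 members and lower in 1, with a median of 0.28, and adjusted over the list alone 13 were higher and 1 lower. CDKN1A, a cell cycle inhibitor, went from 57.0 ± 2.75 to 92.3 ± 0.163 TPM (log2 fold change 1.33, SE 0.067, limma adjusted p = 0.00289). GDF15, PHLDA3 and BTG2 rose by 0.94, 0.89 and 0.83. The camera adjusted p was 0.000363, and 0.304 with an estimated correlation. With TPM as deposited, the list had 2 higher and 15 lower members and missed the threshold (camera adjusted p = 0.0516).

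Genes of DNA replication and cell division were lower. Of 24 S phase genes, 14 fell and 0 rose (median -0.39), led by UHRF1 (-0.97), a maintenance factor of DNA methylation, and by the replicative helicase subunits MCM2 (-0.90), MCM4 (-0.82) and MCM6 (-0.72). MCM2 went from 94.2 ± 7.63 to 31.7 ± 1.02 TPM (SE 0.0636, limma adjusted p = 0.00549). Of 22 mitosis genes, 13 fell and 0 rose (median -0.31), including CENPF (-0.96), the proliferation marker MKI67 (-0.95), CENPE (-0.68) and KIF20A (-0.66). Of 21 recombination, Fanconi and checkpoint genes, 13 fell and 0 rose (median -0.42), including BRCA1 (-0.82), XRCC2 (-0.59), RBBP8 (-0.57) and FANCI (-0.55). The camera adjusted p was 7.26e-09 for S phase, 1.26e-06 for mitosis and 2.68e-07 for recombination, and the adjusted p was 0.375 for each with an estimated correlation. Genes of the replication-dependent histone list, taken by symbol pattern, went the other way. Of 28, 7 were higher, among them H2BC4 (1.09), H1-2 (1.01), H2BC21 (0.92) and H2AC6 (0.85), and 1 was lower, against 4 higher and 6 lower by TPM as deposited (camera adjusted p = 0.0205, adjusted p = 0.375 with an estimated correlation). Whether their reads came from mRNAs with or without a poly(A) tail was not tested. Adjusted over the list alone, 17 S phase, 17 mitosis and 16 recombination genes were lower, and by TPM as deposited 24, 22 and 21. The histone call was lost once trends on exon length and GC content were removed (adjusted p = 0.493) and without PDS library 1 (adjusted p = 0.0598).

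Among 20 proteins that bind or unwind G4, 9 were lower and 0 higher, and 19 lower by TPM as deposited (median -0.33, camera adjusted p = 0.000474, adjusted p = 0.304 with an estimated correlation). DNMT1, the maintenance DNA methyltransferase, went from 31.8 ± 1.01 to 10.8 ± 0.697 TPM (log2 fold change -0.87, SE 0.0651, limma adjusted p = 0.00549). The helicases PIF1 and BRIP1 fell by 0.61 and 0.55 on the log2 scale and PARP1 by 0.52. YY1, a transcription factor linked to looping, did not pass (log2 fold change 0.13, limma adjusted p = 0.184) and was lower by TPM as deposited. In the RNA polymerase II machinery, POLR2A, its largest subunit, went from 54.7 ± 1.57 to 24.1 ± 1.28 TPM (log2 fold change -0.52, SE 0.0581, limma adjusted p = 0.00763). MED12 (-0.58) and MED1 (-0.51) of the Mediator complex were lower too. POLR2L was higher by 0.34 and lower by TPM as deposited. As a list of 20 genes, 2 higher and 3 lower (0 and 20 by TPM as deposited, 0 and 4 under quantile normalization), the machinery did not pass (camera adjusted p = 0.548), but it passed by TPM as deposited (adjusted p = 0.0135) and with no filter on low values (adjusted p = 0.00113).

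**Figure D2:**
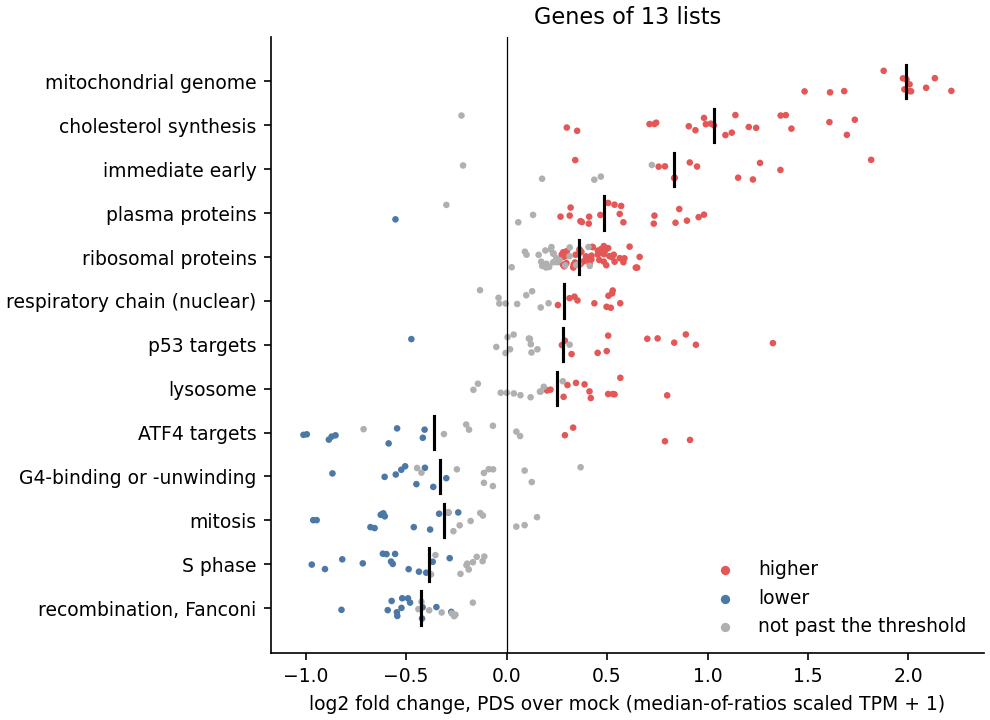
Log2 fold change (PDS over mock, scaled TPM + 1) of each tested member of 13 gene lists. Points are genes, coloured by whether they passed the threshold relative to the median gene, and black bars are medians, from 1.99 for the mitochondrial genome to -0.42 for recombination genes. By TPM as deposited the median of all genes moves to -0.55, so many genes drawn as higher were lower in TPM.

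Plasma protein genes of hepatocytes were higher in 20 of 24 members and lower in 1 (median 0.49, camera adjusted p = 1.96e-07, adjusted p = 0.304 with an estimated correlation). HP, TTR, FGB and VTN rose by 0.98, 0.96, 0.90 and 0.86. By TPM as deposited, 4 members were higher and 11 lower, and under quantile normalization the list no longer passed (adjusted p = 0.639). Hepatocyte transcription factors went both ways, with 3 higher and 5 lower among 15, and 1 higher and 13 lower by TPM as deposited (camera adjusted p = 0.348). The list passed as lower with no filter on low values (camera adjusted p = 0.00608). FOXA3 was higher by 0.94 and NR0B2 by 0.55, the latter with a turned sign by TPM as deposited that did not pass, while ONECUT1 (-0.41) and NR1I2 (-0.40) were lower. Drug-metabolising genes were lower in 4 of 13 members and higher in 1, and the list did not pass (camera adjusted p = 0.0719) but passed as lower under 6 of 20 alternatives, with adjusted p from 0.0066 to 0.0294. By TPM as deposited 0 were higher and 13 lower. With fry the list passed as lower (fry adjusted p = 0.0242). CYP1A1 (-0.72), GSTA1 (-0.56), ABCC2 (-0.52) and UGT2B10 (-0.40) were the members with the largest changes.

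Ribosomal protein and respiratory chain genes no longer stood apart as lists by TPM as deposited (camera adjusted p = 0.912 and 0.721). Ribosomal protein genes were higher in 52 of 77 members and lower in 0 (median 0.36, camera adjusted p = 8.84e-16, adjusted p = 0.442 with an estimated correlation), but by TPM as deposited 0 were higher and 57 lower. RPS3A and RPS21 had log2 fold changes of 0.66 and 0.65, and RPLP1 and RPL41 of 0.64 and 0.61, with a turned sign by TPM as deposited that did not pass. Nuclear-encoded respiratory chain genes were higher in 11 of 20 and lower in 0 (median 0.28, camera adjusted p = 0.00027, adjusted p = 0.375 with an estimated correlation), and 0 higher and 13 lower by TPM as deposited. NDUFB7 (0.57), UQCRQ (0.53), COX4I1 (0.52) and COX5B (0.52) led this list, and by TPM as deposited the sign of each turned without passing.

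Stress pathway lists were not compared with each other in a test, and their directions below are relative to the median gene. Of 20 ATF4 targets, 9 fell and 4 rose (median -0.36, camera adjusted p = 0.00896, adjusted p = 0.304 with an estimated correlation). The cystine transporter SLC7A11 fell by 1.01 on the log2 scale, ALDH1L2 by 0.99 and the serine synthesis enzyme PSAT1 by 0.88, whereas TRIB3 rose by 0.91. The list did not pass by TPM as deposited, with 1 higher and 18 lower (adjusted p = 0.131). Of 16 unfolded protein response genes, 7 were higher and 0 lower, with DNAJB9 (0.88), MANF (0.73), XBP1 (0.60) and SDF2L1 (0.46) first, the sign of the last 2 turning by TPM as deposited without passing (camera adjusted p = 0.00404, adjusted p = 0.304 with an estimated correlation). Of 24 lysosome genes, 13 were higher and 0 lower, with NEU1 (0.80), NPC2 (0.57), CD63 (0.54) and CTSD (0.53) first, the sign of the last 3 turning by TPM as deposited without passing (camera adjusted p = 0.000106, adjusted p = 0.304 with an estimated correlation). Of 20 glycolysis and hypoxia genes, 7 were higher and 0 lower, with EGLN3 (1.53), PFKFB3 (0.95), ALDOC (0.66) and PFKFB4 (0.51) first, the sign of the last turning by TPM as deposited without passing (camera adjusted p = 0.00194, adjusted p = 0.587 with an estimated correlation). These 3 lists no longer passed by TPM as deposited, where 1 member of each was higher and 12, 18 and 11 were lower. The unfolded protein response list was also lost under quantile normalization (adjusted p = 0.356) and with no filter on low values (adjusted p = 0.171), and the hypoxia list under quantile normalization (adjusted p = 0.141). Genes of the NRF2 pathway, 7 lower and 1 higher of 18 (18 and 0 by TPM as deposited), missed the threshold with camera (camera adjusted p = 0.111). They passed it under 7 of 20 alternatives, and passed as lower with fry (fry adjusted p = 0.0118).

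The AKR1C genes encode aldo-keto reductases of steroid metabolism and were followed by the study as a locus with G4-linked loops. They lie next to each other on chromosome 10 (GRCh38, GENCODE 44), AKR1C1 (ENSG00000187134.14) at 4963253 to 4983283, AKR1C2 (ENSG00000151632.18) at 4987775 to 5018031 and AKR1C3 (ENSG00000196139.14) at 5035354 to 5107686. AKR1C2 fell from 106 ± 11.8 to 37.5 ± 3.24 TPM (log2 fold change -0.84, SE 0.0886, limma adjusted p = 0.00717). AKR1C1 fell from 399 ± 21.7 to 206 ± 8.70 TPM (log2 fold change -0.30, SE 0.056, limma adjusted p = 0.0196). AKR1C3 went from 220 ± 3.91 to 125 ± 5.14 TPM, which was not past the threshold relative to the median gene (log2 fold change -0.17, SE 0.0515, limma adjusted p = 0.0679) but was by TPM as deposited (log2 fold change -0.81, adjusted p = 0.000398). Adjusted over the list alone, the 3 p-values were 0.000663, 0.00426 and 0.0232; the study chose these genes, so this is not independent evidence. Reads of these near-identical paralogs can be split between them, so their separate values are uncertain. The call for AKR1C1 was also lost with a replicate block (limma adjusted p = 0.0545), with no trend of the prior variance (adjusted p = 0.0529) and when trends on length and GC content were removed (log2 fold change -0.19, adjusted p = 0.0583). Its summed exon length, 8765 bases over all annotated exons, lay in the longest of 5 length classes. That sum is not the length of a single transcript. With 1 library left out, AKR1C2 stayed at -0.93 to -0.75 and AKR1C1 at -0.34 to -0.27. AKR1C1 missed the threshold without PDS library 1 (adjusted p = 0.0617) or PDS library 2 (adjusted p = 0.0678), where 1098 and 2321 genes passed. Neither gene passed without either mock library, but there 0 genes of any kind did.

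**Figure D3:**
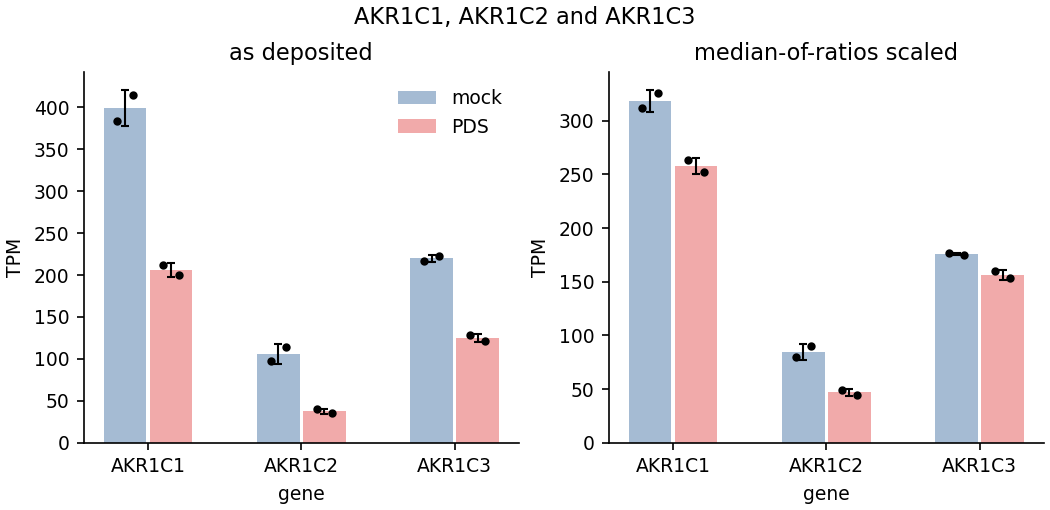
TPM of AKR1C1, AKR1C2 and AKR1C3 in mock and PDS libraries, as deposited on the left and after median-of-ratios scaling on the right. Bars are means, error bars are SD and dots are the 2 libraries of each group, and for each gene both PDS libraries lie below both mock libraries on either scale.

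The study named other genes at loops or at promoters where it reported RNA polymerase II displaced by PDS. Of these, only HMGXB3 passed relative to the median gene. HMGXB3 was higher by 0.27 (limma adjusted p = 0.0286) but lower by TPM as deposited. SLC26A2 (-0.37, adjusted p = 0.0897), TIGD6 (-0.09, adjusted p = 0.703) and MDM2 (0.00, adjusted p = 0.962, lower by TPM as deposited) did not pass. The change of SLC26A2 was larger in size than that of AKR1C1 (-0.30), and SLC26A2 passed as lower when genes under 30 reads were left out (-0.36, limma adjusted p = 0.0249). The 8 genes as a list did not pass (camera adjusted p = 0.109), but passed as lower with no filter on low values (adjusted p = 0.000499), and by TPM as deposited 8 of 8 were lower, as were most genes. MYC, widely cited for a G4 in its promoter, went from 194 ± 8.93 to 106 ± 4.33 TPM (log2 fold change -0.22, limma adjusted p = 0.0528), which did not pass relative to the median gene but did by TPM as deposited (-0.86, adjusted p = 0.000398) and under quantile normalization (-0.38, adjusted p = 0.0132). In the list of such promoters, 2 of 14 genes rose (PDGFA 0.62, and HRAS 0.31, which was lower by TPM as deposited) and 2 fell (TERT -0.53, SRC -0.29), with a camera adjusted p of 0.515, while by TPM as deposited 0 were higher and 13 lower and under quantile normalization 0 were higher and 3 lower. Of the reference genes, TUBB fell by 0.28 on the log2 scale (limma adjusted p = 0.0464), GAPDH did not pass (0.32, adjusted p = 0.0681), passed as higher among genes with at least 30 reads (0.33, adjusted p = 0.034), and passed as lower by TPM as deposited (-0.33, adjusted p = 0.0131) and under quantile normalization (-0.57, adjusted p = 0.0101), so its direction is not settled, and ERCC3 did not pass (-0.07, adjusted p = 0.444).

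To ask whether a promoter G4 motif went with the response, protein-coding genes were divided by the sequence motif. This does not test the study's own grouping, which used antibody-defined G4 and loops. The 5342 tested genes with a motif had a median log2 fold change of -0.01, and the 5818 without had -0.03. The difference of 0.0146 was within the test's error (camera p = 0.598, and p = 0.487 with an estimated correlation). Of genes with a motif, 17.4% were higher and 15.5% lower, against 15.5% higher and 15.6% lower of genes without. By TPM as deposited the medians were -0.59 and -0.60. In the mock libraries, genes with a motif were more abundant over all protein-coding genes, with medians of 5.34 and 5.47 TPM against 1.62 and 1.61 TPM.

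The fold change also followed the summed exon length of genes, which counts all annotated exons and is not the length of a single transcript. Over 10617 nuclear protein-coding genes, the log2 fold change and the summed exon length had a Spearman rho of -0.370 across genes, and gene span gave -0.332. The median log2 fold change was 0.17 for the shortest and -0.17 for the longest of 5 length classes. The mitosis and ribosomal protein lists kept their calls at the preset correlation when trends on length and GC content were removed.

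**Figure D4:**
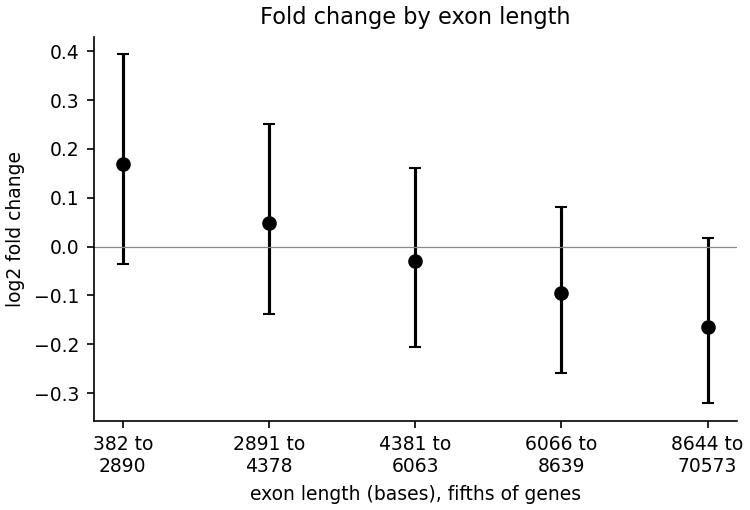
Median log2 fold change (PDS over mock, scaled TPM + 1) of nuclear protein-coding genes in 5 classes of summed exon length, with quartiles as bars. By TPM as deposited the median of all tested genes moves to -0.55.

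The largest changes by the fixed rule included few protein-coding genes. Among the 12 largest increases were MT-RNR1 and the mitochondrial pseudogenes MTCO3P12, MTCO2P12, MTCYBP18, MTND4P12, MTND1P23, MTATP8P2, MTND5P11, MTATP6P1 and MTCO2P2, at 2.23 to 2.89 on the log2 scale. These copies share sequence with the mitochondrial genome and are uncertain. FSTL3, a secreted activin inhibitor, went from 37.0 ± 6.09 to 122 ± 25.4 TPM (log2 fold change 2.33, SE 0.179, limma adjusted p = 0.00549). The antisense gene EGLN3-AS1 (2.60) overlaps EGLN3, and without a stated strand setting their reads cannot be told apart; it rested on a mean of 19 reads per library and MTATP8P2 on 13.25, so these calls are uncertain. Among the 12 largest decreases were TEX19 (-1.34), the YAP target ANKRD1 (-1.30), the glycerolipid synthesis enzyme GPAM (-1.22), CD248 (-1.13), KLF15 (-1.11) and BCAT1 (-1.09). The small RNA genes SNORD19, MIR4783, MIR1281, SNORD94, MIR4292 and SNORD69 (-2.48 to -1.12) completed it, and each rested on 24 or fewer reads per library on average, so these calls are uncertain too. Of 386 genes changed at least 2-fold, 183 had fewer than 30 reads per library, where simulated calls were often false, and 10 had no recovered read number. Of the 193 with more, 180 were higher and 13 lower. Restricting the fit to genes with at least 30 reads gave 4792 changed genes, 2615 higher and 2177 lower, of which 3718 were shared in direction with the 4283.

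Remaining lists gave few changes. Zinc finger genes had 13 higher and 23 lower of 331 members, against 1 higher and 273 lower by TPM as deposited (median -0.08, camera adjusted p = 0.0173, adjusted p = 0.375 with an estimated correlation), a call lost under 6 of 20 alternatives. ZNF653 (1.14), ZNF513 (0.79) and ZNF524 (0.65) were higher and ZNF117 (-0.74) lower. Interferon-stimulated genes (3 higher and 1 lower of 12, camera adjusted p = 0.767, and 1 and 6 by TPM as deposited), heat shock genes (2 and 2 of 13, adjusted p = 0.391, and 0 and 11 by TPM as deposited), TGF-beta and YAP genes (2 and 3 of 12, adjusted p = 0.53, and 2 and 10 by TPM as deposited), nuclear long non-coding RNAs (1 and 1 of 7, adjusted p = 0.752, and 0 and 5 by TPM as deposited) and RNAs without a poly(A) tail (2 and 0 of 3, adjusted p = 0.407, but adjusted p = 0.0225 by TPM as deposited, with 1 and 1) did not pass. Examples were IFI6 (1.04) and ISG15 (0.69), DNAJB1 (0.67) and HSP90AB1 (-0.26), CCN2 (-0.67), SNHG1 (-0.32) and EPB41L4A-AS1 (0.24, lower by TPM as deposited), and RN7SL1 (0.93) and SNORD3A (1.24). As for markers of other cells, 1 erythroid gene was tested, EPOR (-0.10, adjusted p = 0.531), and of 4 blood and vessel genes LYZ was higher (0.84, adjusted p = 0.00736), with 5921 ± 63.4 TPM in mock libraries; LYZ was lower under quantile normalization.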

Values the study reported

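The study mapped RNA polymerase II by HiChIP in the same cells and treatment and grouped genes by antibody-defined G4 rather than by a sequence motif. It reported lower expression after PDS for genes with a promoter G4 and for genes looped to a distal G4. The decrease was much weaker for genes looped to sites without G4 and was not seen for the remaining genes. By RT-qPCR it also reported lower AKR1C1, AKR1C2 and AKR1C3 after PDS in HepG2 cells. It described the AKR1C1 to AKR1C3 region on chromosome 10 as spanning about 200 kb, with a distance of about 120 kb between the 2 G4 sites joined by a loop.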

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

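A difference outside the tested genes was seen in PDS library 1. The test of this background was chosen after the data were seen. The 388 olfactory receptor genes, below the expression filter, took 33.6 RPM (reads scaled to library total) in that library (95% Poisson interval 30.8 to 36.6, counting error only). The values were 14.0 and 11.7 in the mock libraries and 14.7 in PDS library 2. Reads in the 46018 genes under the filter were also more frequent in PDS library 1, at 6061 RPM against 4476 and 3954 in the mock libraries and 3893 in PDS library 2. Since PDS library 2 lay near the mock libraries, the difference was not shared by the treated libraries. An uneven effect of the treatment cannot be told apart from a trait of PDS library 1 alone, and the source was not tested.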

How the results depend on the processing

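Alternatives fixed before the data were examined left 100 headline rows the same, while 32 moved, 12 were weaker (the call was lost, whatever the size of the change), 3 stronger (a call was gained) and 2 reversed; of the headline rows of alternatives chosen later, 31 were the same and 1 was stronger. A minimum change of 2-fold left 386 genes (318 higher, 68 lower). With an estimated correlation 0 gene lists passed. TPM as deposited gave 10917 changed genes (379 higher, 10538 lower), AKR1C3 at -0.81 past the threshold, and reversed HMGXB3 (-0.35), GAPDH (-0.33), YY1 (-0.51), MDM2 (-0.62), FTL (-0.50), ALB (-0.24), AFP (-0.33), HRAS (-0.33), POLR2L (-0.31), NR0B2 (-0.094), XBP1 (-0.045), SDF2L1 (-0.18), NPC2 (-0.076), CD63 (-0.11), CTSD (-0.11), BST2 (-0.20), NFKBIA (-0.15), HSPA1A (-0.16), PFKFB4 (-0.12), NDUFB7 (-0.080), UQCRQ (-0.11), COX4I1 (-0.12), COX5B (-0.13), RPLP1 (-0.0043), RPL41 (-0.035) and EPB41L4A-AS1 (-0.36), because the median gene is lower there. Quantile normalization made AKR1C3 pass (-0.32) and reversed GAPDH (-0.57), MDM2 (-0.014), FTL (-1.42), ALB (-1.13), AFP (-1.15), LYZ (-0.40) and the list of blood and vessel markers (-0.19). The reversals of abundant genes may follow from the method, which gives every library the same set of values. No filter on low values gave 0 changed genes (0 higher, 0 lower, 7601 with an unadjusted limma p below 0.05), lost calls for AKR1C2 (-0.98) and AKR1C1 (-0.45) although these changes were larger, and reversed YY1 (-0.018), MDM2 (-0.14), FTL (-0.0023), the heat shock list (-0.047), the nuclear lncRNA list (-0.085) and the difference of promoter G4 motif genes (-0.0104). A mean of at least 5 TPM reversed MDM2 (-0.0014). With no trend of the prior variance the call for AKR1C1 was lost at the same change (-0.30, adjusted p = 0.0529). A replicate block gave 2817 changed genes (1138 lower) and lost the call for AKR1C1 at the same change (-0.30, adjusted p = 0.0545). Leaving out 1 library gave 0 to 2321 changed genes (0 to 1442 higher, 0 to 879 lower; with 0 without either mock library, where 4635 and 4117 had an unadjusted limma p below 0.05), AKR1C2 at -0.93 to -0.75 (call lost without mock library 1 or 2) and AKR1C1 at -0.34 to -0.27 (call lost each time). Over the same 4 fits EPOR ran from -0.25 to 0.042 (reversed without mock library 1), MDM2 from -0.061 to 0.069 and the RNA polymerase II list (rnapii_machinery) from -0.079 to 0.033 (both reversed without PDS library 1), TIGD6 from -0.24 to 0.049 (reversed without PDS library 2) and the interferon list from -0.057 to 0.12 (reversed without any library but PDS library 2). Removing length and GC trends lost the call for AKR1C1 (-0.19), made AKR1C3 pass (-0.20), and reversed ERCC3 (0.023), FTL (-0.10) and the promoter G4 oncogene list (0.095). With a replicate block in addition it gave 2202 changed genes (1220 higher, 982 lower) and the same values for AKR1C1 (-0.19, call lost), ERCC3 (0.023), FTL (-0.10) and the oncogene list (0.095). The difference of promoter G4 motif genes was reversed within promoter GC strata (-0.00323). The median shift of TPM as deposited was -0.60 at a mean of at least 5 TPM, -0.0554 with no filter, -0.64 and -0.37 at pseudocounts of 0.1 and 5, and -0.185 without mitochondrial genes and RNAs lacking a tail. Of the alternatives chosen after the data were seen, voom on recovered reads gave 5458 changed genes, made AKR1C3 pass (-0.17) and reversed MDM2 (-0.0022), a fit without mitochondrial genes reversed the nuclear lncRNA list (-0.026), and thinning (0.0048) and a minimum of 30 reads (0.012) reversed the oncogene list. Among the other rows of all alternatives, 661 were weaker, 35 stronger, 56 reversed and 2736 the same. Where no reason is given, the cause was not tested.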

Other observations

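Among nuclear protein-coding genes with a mean of at least 5 TPM, chosen after their values were seen, the largest increases after FSTL3 were of IL17B (2.15), the water and glycerol channel AQP3 (2.10), the lipase inhibitor ANGPTL4 (2.10), TFF1 (1.92) and RGCC (1.91) on the log2 scale. ANGPTL4 went from 23.2 ± 12.4 to 62.1 ± 11.4 TPM (SD, n = 2), so its mock libraries differed widely, and IL17B, RGCC and SAA4 (1.74) rested on 64.5, 61.8 and 42.5 reads per library. MATN3, a matrix protein, was far more abundant and moved from 181 ± 2.84 to 397 ± 19.3 TPM (log2 fold change 1.77, limma adjusted p = 0.00285). TNFRSF12A, the TWEAK receptor, rose by 1.66 and TUBB2B by 1.70. On the other side, the vitamin D hydroxylase CYP24A1 fell by 1.09 on the log2 scale, the serotonin transporter SLC6A4 by 1.08, the glucose transporter SLC2A3 by 1.06 and CDCA7 by 0.94.

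Of the tests below, those of the mitochondrial share of TPM and of DNA in the libraries were chosen only after the result was seen. Among nuclear genes with a mean of at least 1 TPM, the median was lower in TPM after PDS in each of the 4 mock-PDS pairs (-0.53 to -0.59 on the log2 scale), while 14533 genes at 0.1 to 0.3 TPM had a median log2 ratio of 0.333, which low read numbers may shape, and the median shift of TPM as deposited was -0.0554 with no filter. Rescaling without mitochondrial genes left a mean shift of -0.188, and -0.16 to -0.22 in single pairs, so the larger mitochondrial share accounts for most of the shift but not all. Less RNA synthesis might lower short-lived mRNAs, but the immediate early list lay above the other nuclear genes by 0.836 and the zinc finger list below them by a median difference of -0.08 (camera p = 0.205 and p = 0.229 with an estimated correlation). These lists went opposite ways and total RNA was not measured, so a loss of synthesis cannot be told apart from a change in shares.

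For the rise of mitochondrial RNA, thinning to the same depth left a gap of 9.45 percentage points of reads between the lowest PDS and the highest mock library, but random thinning keeps shares as they are on average, so this test could not have come out otherwise and says nothing about depth. Mitochondrial DNA would add evenly along the genome, but the largest increase in TPM over the 13 protein genes was 6.67 times the smallest or more in either PDS library. This speaks at most against DNA as the only source. A contribution of DNA cannot be excluded, as reads shared with nuclear copies may be lost unevenly between genes. Weaker poly(A) selection could also raise these RNAs. Histone genes served as a gauge of it, but whether their reads came from mRNAs without a tail was not tested. The upper quartile of 28 histone genes, 0.727, lay under the bound of 0.995 set beforehand, which would have ruled this out, but that bound was ill chosen, as was seen only with the results: histone mRNAs follow S phase, whose genes fell by a median of 0.39 (-0.39), and with that taken off the quartile was 1.11; 3 other RNAs without a tail had a median of 0.93, so selection and treatment cannot be told apart here. A response of mitochondrial RNA to PDS remains an open explanation.

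Across genes, which are not independent replicates, the log2 fold change fell with exon length (Spearman rho -0.370 over 10617 nuclear protein-coding genes), from a median of 0.17 in the shortest quintile to -0.17 in the longest. The trend was present in each mock-PDS pair (-0.293 to -0.325), and the stronger of the within-group trends was 39.3% of the weakest of these, which argues against a bias that varies from library to library as the whole cause. It was -0.321 after thinning, but random thinning keeps shares as they are on average, so this says little about depth as a source. Gene span given exon length had a partial rho of -0.136 and exon length given span -0.219. Long gene bodies and a long summed exon length therefore cannot be told apart as a source, and a difference in RNA integrity between the groups was not tested. Ribosomal and respiratory genes, which are short, do not carry the trend (rho -0.366 without them).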
